A study of Mus musculus with 16 samples. Its data were reported in "Extracellular matrix stiffness and cell contractility control RNA localization to promote cell migration" (2017).

How the data were processed

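RNA was measured in NIH/3T3 cells, a mouse fibroblast line, transfected with a control siRNA (siControl) or with an siRNA against Apc (siAPC). Serum-starved cells were plated for 2 h on filters with 3.0 µm pores, lysophosphatidic acid (LPA) was placed in the lower chamber for 1 h, and cells were fixed in 0.3% paraformaldehyde for 10 min. Material from under the filter gave the protrusion fraction (Ps) and material from above it gave the cell body fraction (CB). The authors sequenced 16 libraries as paired reads, aligned them to the mouse genome mm10 with STAR and a GENCODE annotation, counted them per gene with Rsubread and normalized them with limma-voom. The deposited values are log2 CPM from limma-voom, where CPM is the number of reads plus 0.5 in a gene relative to an effective library size that includes a scaling factor between libraries. The table lists 13015 genes and 16 columns, 1 per library, and holds no voom weights. Inverting this formula gave whole reads for 100% of the 208240 values, and these recovered reads supplied the depths and read numbers. The methods of the study state that genes had to exceed a log value of 0.5 in at least 1 library. In the table, 1298 genes (10.0%) never exceeded 0.5 in any library, and the lowest maximum of any gene was -1.01 on the log2 scale, or 0.512 CPM of listed reads. Every gene thus exceeded 0.5 CPM of listed reads in at least 1 library. A cutoff of 0.5 on these log2 values would have removed the 1298 genes, which argues against it. The values go with a cutoff of 0.5 CPM, although the CPM that the authors used for it cannot be seen. Raw reads were not used here.

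Groups came from the sample labels for fraction and siRNA, with 4 libraries in each of 4 groups. The main analysis was limma (lmFit and eBayes with an intensity trend) on the deposited log2 values of all 16 libraries, with 1 mean per group and no block. The contrasts were Ps against CB in siControl, Ps against CB in siAPC, the difference between these (the interaction, written log2(Diff FC), siAPC minus siControl), and siAPC against siControl within CB and within Ps. An RNA was called Ps-enriched when its fold change was above 2 with an unadjusted p below 0.05, and CB-enriched by the mirror rule. A Ps-enriched RNA of control cells was called APC-dependent when log2(Diff FC) was below 0 with an unadjusted interaction p below 0.1, and APC-independent when that p was above 0.1. All other calls used a Benjamini-Hochberg adjusted p below 0.05 over the 13015 genes. Values of gene sets were formed per replicate pair as the median of Ps minus CB, and 4 siAPC values were compared with 4 siControl values by an exact two-sided permutation test, whose smallest possible p was 0.0286. The comparison of 2 gene sets within siControl used an exact two-sided sign-flip test over 4 pairs, whose smallest possible p was 0.13. Errors are SD over 4 libraries or pairs, or the standard error (SE) of the limma contrast.

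The pairing of libraries came from the replicate numbers in the labels, which do not say whether equal numbers in both siRNAs were handled together. It was checked by the Pearson correlation, over 10292 genes with a mean of at least 1, of the deviations of same-numbered libraries from their group means. A fit with replicate number as a block is given beside the fit without it. For Ps against CB and for the interaction a block was 1 siRNA and 1 replicate number, and for siAPC against siControl within a fraction a block was 1 replicate number.

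The genes named in the text were fixed by a rule written in advance. The rule covered Apc, 7 genes named by the study (Rab13, Pkp4, Ddr2, Kank2 and Cyb5r3 as localized, Arpc3 and Rhoa as diffuse), and genes with a mean of at least 1 and the largest changes. For the interaction these were the 5 most negative and 3 most positive values at an unadjusted p below 0.01, because too few passed the adjusted threshold, with the same sign in all 4 differences between same-numbered pairs. For Ps against CB in siControl and for siAPC against siControl in CB these were the 3 highest and 3 lowest values at an adjusted p below 0.05, leaving out names of predicted genes and pseudogenes. The r-protein set held 77 genes with the names of cytoplasmic ribosomal proteins.

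Gene positions, GC content and transcript length came from GENCODE release M21 (GRCm38, the assembly also called mm10). By symbol, 12426 genes matched it directly and 446 by an older symbol, together 12872 (98.9%). The authors used release 4 of the mouse annotation, so a gene model may differ from the one counted. Whether reads were counted by strand is not stated, so overlapping and antisense genes, and genes with near-identical copies, are uncertain.

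Reads assigned to listed genes ranged from 13466225 to 20296087 per library. A gene with 3 reads, taken as the smallest detectable number, has a log2 value between -2.73 and -1.80 depending on the library. These floors cover counting error only, since the reads carry no molecular identifiers. Between replicates, the chi-squared statistic per degree of freedom was 1.96 to 25.26, and 0 pairs of libraries were identical.

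The limma code was tested on simulated data in which 200 of 13015 genes had a changed ratio. With a difference of -0.5 log2 the fit called 56 of the 200 (28%) and 5 unchanged genes. With -1 it called 167 (83.5%) and 8 unchanged genes, and with -2 it called 199 (99.5%) and 10 unchanged genes. With the block it called 28, 160 and 199 of the 200. The simulated libraries were drawn independently, without pairing or a GC trend, so the block had no shared variation to remove. These counts therefore do not show how the block performs on the real libraries.

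The alternatives tried were a constant prior, centring on the median, quantile normalization, a minimum mean of 1, raising values below 0 to 0, arrayWeights, the replicate block, fitting only the groups compared, voom weights on recovered reads, removal of a loess (span 0.3) on GC content and transcript length, 16 fits that each left out 1 library, other thresholds, other ways of choosing the Ps-enriched set, leaving out predicted genes and pseudogenes, and an r-protein set with a mean of at least 5. After seeing the data 7 more were added: scaling to total listed reads, leaving out 4 libraries with a GC trend, the GC slope of each library as a covariate, the block together with the loess, the block with replicate numbers 2 and 3 of siControl CB exchanged, an exact two-sided sign-flip test of set values paired across siRNAs by replicate number, and the Ps-enriched set chosen in 2 siControl replicates with both siRNAs measured in the other 2 numbers. The planned fits with edgeR and DESeq2 on recovered reads were not run, since these tools were reserved for deposited counts. Versions were R 4.3.3, limma 3.58.1, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.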

Results

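The data described the RNA content of protrusions and cell bodies of NIH/3T3 mouse fibroblasts with normal or reduced levels of Apc, the mouse gene for the tumor suppressor adenomatous polyposis coli. Cells sat on a porous filter and extended protrusions through the pores toward LPA, a lipid that attracts fibroblasts, so that protrusions (Ps) and cell bodies (CB) could be collected apart. With 2 siRNAs (short RNAs that lower the level of a target RNA, or a control of the same kind) and 2 fractions there were 4 groups of 4 libraries each: siControl CB, siControl Ps, siAPC CB and siAPC Ps. Values were log2 CPM (reads of a gene scaled to a common library size) as deposited, after the scaling between libraries that the authors applied. Replicates 1 to 4 of siControl CB held 16304028, 16318966, 20129502 and 17285569 reads in listed genes. Those of siControl Ps held 15536339, 13466225, 17144497 and 15698955 reads. Those of siAPC CB held 20296087, 17695079, 18001331 and 15901193 reads, and those of siAPC Ps held 16206996, 14955340, 19524235 and 16869458 reads. The mean over all libraries was 16958362 reads ± 1860016 (SD, n = 16).

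The libraries differed in ways other than their group. The ratio of effective library size to listed reads, which carries the scaling, averaged 0.875 in siControl Ps, 0.979 in siAPC Ps, 1.075 in siControl CB and 1.09 in siAPC CB. The scaling ratio of siControl Ps was below that of siAPC Ps in an exact two-sided permutation test (p = 0.0286, the smallest possible). The share of reads in mitochondrial genes was 3.23% ± 0.65 (SD, n = 4) in siControl Ps and 1.57% ± 0.257 (SD, n = 4) in siControl CB. In siAPC it was 2.55% ± 0.316 (SD, n = 4) in Ps and 1.52% ± 0.108 (SD, n = 4) in CB. Ps exceeded CB in each siRNA (exact permutation p = 0.0286 for both), and between siRNAs the exact permutation p was 0.0857 in Ps and 0.857 in CB. In Ps the share was lower with siAPC in 4 of 4 replicate numbers (exact sign-flip permutation p = 0.13, the smallest possible). The labels gave no batch or date. In each group 1 library had values that fell with the GC content of the gene relative to the other replicates. These were replicate 3 of siControl CB and replicate 2 of the other 3 groups, with Spearman correlations across 9801 genes, which are not independent replicates, of -0.535, -0.614 in siControl Ps, -0.599 in siAPC CB and -0.668 in siAPC Ps. The counts below were also taken without these 4 libraries.

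Apc was examined first, since its level shows whether the siRNA labels hold. The gene lies on chromosome 18 from 34220924 to 34322552 (GRCm38, plus strand, protein coding). In CB its log2 value was 2.61 ± 0.65 (SD, n = 4) with siControl, from 73 to 269 reads per library, and 0.93 ± 0.38 (SD, n = 4) with siAPC, from 29 to 52 reads. In Ps it was 3.52 ± 0.18 (SD, n = 4) with siControl, from 142 to 167 reads, and 1.68 ± 0.26 (SD, n = 4) with siAPC, from 41 to 69 reads. All siAPC libraries were below all siControl libraries of the same fraction (exact two-sided permutation p = 0.0286 in each, the smallest possible). The limma log2 fold change was -1.67 (SE 0.25, adjusted p = 0.000142) in CB, leaving 31.3% of the control level, and -1.84 (SE 0.25, adjusted p = 3.11e-05) in Ps, leaving 27.9%. The alternative that moved the CB value most was leaving out replicate 3 of siControl CB, at -1.36.

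**Figure D1:**
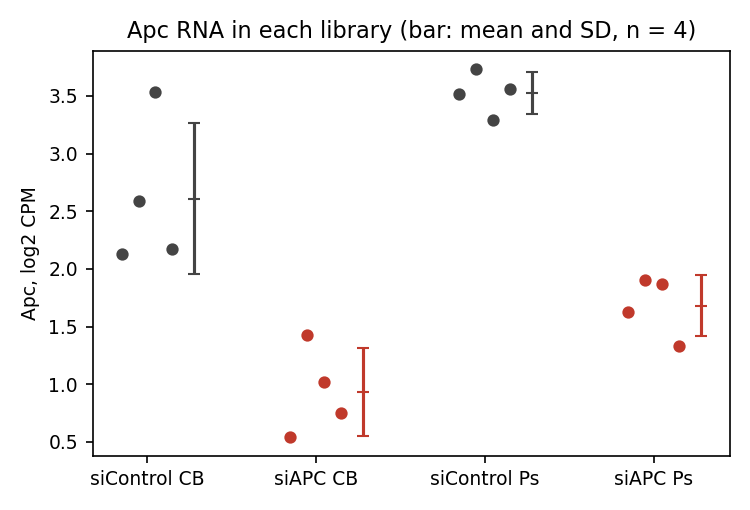
Apc RNA in each library in log2 CPM, with siControl in grey and siAPC in red, and the mean and SD (n = 4) beside the points. Group means were 2.61 in siControl CB, 0.93 in siAPC CB, 3.52 in siControl Ps and 1.68 in siAPC Ps, and the siAPC points lie below the siControl points of their fraction.

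The comparison of Ps with CB in siControl asked which RNAs are concentrated in protrusions. By the rule of a fold change above 2 at an unadjusted p below 0.05, 936 of 13015 RNAs (7.19%) were Ps-enriched and 888 were CB-enriched. With an adjusted p in the rule, 904 were Ps-enriched. By the adjusted limma p alone, 3792 RNAs were higher in Ps and 4058 were higher in CB. Without the 4 libraries with a GC trend, 997 were Ps-enriched and 951 CB-enriched. With replicate number as a block, 957 RNAs were Ps-enriched and 888 CB-enriched. The pairing check gave a mean correlation of 0.132 between same-numbered CB and Ps libraries in siControl against -0.039 between libraries of other numbers, and 0.502 against -0.165 in siAPC. Lowering the fold change in the rule to 1.5 moved the Ps-enriched count most, to 2211, and removing the loess on GC content and transcript length lowered it most, to 404 of 12872 RNAs with annotation. The loess was fitted to the deviation of each library from the mean over all libraries. It therefore also removes real enrichment in Ps that follows GC content or length, so the fall to 404 does not measure bias. Scaled to total listed reads, the median log2 ratio of all RNAs shifted by -0.30 in siControl, with 2005 RNAs higher and 6193 lower in Ps by adjusted p. Names of predicted genes or pseudogenes made up 421 (45%) of the Ps-enriched RNAs and 1626 (12.5%) of all RNAs.

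Among RNAs with a mean log2 value of at least 1, an adjusted p below 0.05 and no predicted-gene or pseudogene name, the highest Ps/CB log2 fold change in siControl was that of mt-Co3 (mitochondrial genome, 8607 to 9390) at 3.64 (SE 0.39), but its value is uncertain because 99.9% of its 50-nucleotide stretches also occur in a listed nuclear gene, Gm28437. Cyb5r3 (chromosome 15, 83153494 to 83172592) followed at 3.51 (SE 0.09), with log2 values of 12.32 ± 0.16 (SD, n = 4) in Ps and 8.81 ± 0.10 (SD, n = 4) in CB. Trim12c (chromosome 7, 104338754 to 104353362) had 2.94 (SE 0.30), on 9 to 51 reads in CB. The lowest values were -2.80 (SE 0.18) for RP23-169H13.6, which has no match in the annotation, -2.77 (SE 0.35) for the long noncoding RNA Malat1 (chromosome 19, 5795690 to 5802672) and -2.62 (SE 0.24) for Mir5125 (chromosome 17, 23823291 to 23823369), a short microRNA gene whose value is uncertain because Srrm2, a longer gene on the same strand, covers the same bases. Adjusted limma p for these 6 RNAs ran from 4.88e-15 for Cyb5r3 to 1.59e-06 for Malat1.

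In siAPC the same rule gave 998 Ps-enriched RNAs (969 with an adjusted p) and 657 CB-enriched RNAs. With the block the counts were 1025 and 662, with a mean correlation of same-numbered libraries of 0.502. The Ps-enriched sets of siControl and siAPC shared 678 RNAs. After the loess on GC content and length, 361 RNAs were Ps-enriched in siAPC, and without the 4 libraries with a GC trend 934 were Ps-enriched and 659 CB-enriched.

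The interaction asked whether the Ps/CB ratio of an RNA changed when Apc was reduced. At an adjusted limma p below 0.05 the ratio was lower in siAPC for 3 RNAs and higher for 0. At an unadjusted p below 0.05, 223 RNAs were lower and 269 higher, together fewer than the 651 that chance alone would give among 13015. That is not evidence that no ratio changed, since the calls depended on how variation between libraries was modelled. With the block 1 RNA was lower and 0 were higher, at mean correlations of same-numbered libraries of 0.132 in siControl and 0.502 in siAPC. Adding the GC slope as a covariate moved the count of lower RNAs most, to 22, and 0 were lower without the 4 libraries with a GC trend. The 3 RNAs were Cyb5r3, 5730409E04Rik and Scd1, of which the last 2 were chosen after their values were seen. Cyb5r3 went from 3.51 to 2.73 (log2(Diff FC) -0.78, SE 0.13, adjusted p = 0.0433). 5730409E04Rik (chromosome 4, 126609818 to 126614371) went from 2.52 to 1.89 (-0.63, SE 0.10, adjusted p = 0.0433). Scd1 (chromosome 19, 44394455 to 44407879) went from 1.81 to 1.17 (-0.64, SE 0.10, adjusted p = 0.0433). For each of these 3 RNAs all 4 same-numbered pairs were lower in siAPC.

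Among RNAs with a mean log2 value of at least 1, an unadjusted p below 0.01 and the same direction in 4 of 4 pairs, Snx29 (chromosome 16, 11322908 to 11755472) had the most negative log2(Diff FC), at -1.03 (SE 0.22, adjusted p = 0.213). Its Ps/CB log2 fold change was 0.50 in siControl and -0.53 in siAPC, so it was not Ps-enriched by the rule. After Cyb5r3 came Net1 (chromosome 13, 3882018 to 3918220) at -0.77 (SE 0.17, adjusted p = 0.219), Kif1c (chromosome 11, 70700548 to 70731964) at -0.75 (SE 0.15, adjusted p = 0.133) and Cenpu (chromosome 8, 46552028 to 46580007) at -0.73 (SE 0.25, adjusted p = 0.981). The most positive were Cercam (chromosome 2, 29869164 to 29882840) at 1.27 (SE 0.40, adjusted p = 0.981), Tnfrsf25 (chromosome 4, 152115934 to 152120119) at 0.94 (SE 0.28, adjusted p = 0.981) and 2810008D09Rik (chromosome 11, 117076008 to 117078955) at 0.88 (SE 0.18, adjusted p = 0.145). Apart from Cyb5r3, none of these passed the adjusted threshold. Cercam rested on 4 to 19 reads and Tnfrsf25 on 7 to 17 reads per library in siControl Ps. With the block Cenpu no longer had an unadjusted p below 0.01.

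The 5 RNAs that the study names as localized and the 2 it names as diffuse were compared next. Rab13 (chromosome 3, 90213695 to 90226385) had Ps/CB log2 fold changes of 2.58 in siControl and 2.15 in siAPC, a difference of -0.43 (SE 0.14, adjusted p = 0.981) that was negative in 3 of 4 pairs. Pkp4 (chromosome 2, 59160850 to 59355208) had 1.59 and 1.23, a difference of -0.36 (SE 0.10, adjusted p = 0.949) negative in 4 of 4 pairs. Ddr2 (chromosome 1, 169972307 to 170110762) had 1.33 and 0.93, a difference of -0.40 (SE 0.20, adjusted p = 0.981) negative in 3 of 4 pairs. Kank2 (chromosome 9, 21766784 to 21798744) had 2.10 and 1.47, a difference of -0.63 (SE 0.12, adjusted p = 0.0835) negative in 4 of 4 pairs. Cyb5r3 is given above. The diffuse RNAs Arpc3 (chromosome 5, 122391878 to 122414184) and Rhoa (chromosome 9, 108306129 to 108337934) had differences of -0.09 (adjusted p = 0.981) and -0.04 (adjusted p = 0.983). Their Ps/CB log2 fold changes in siControl were 0.65 and 0.46 (limma adjusted p = 7.82e-08 and 2.53e-06), so both were also higher in Ps. Adjusted over these 7 genes alone, 4 passed 0.05, and over all genes 1 passed. With the replicate block, at mean correlations of same-numbered libraries of 0.132 in siControl and 0.502 in siAPC, 5 passed over the list, the localized RNAs, with Ddr2 at a limma adjusted p of 0.0239, and 0 passed over all genes, where the adjusted p of Cyb5r3 and Kank2 was 0.107. The study counted localized genes of this list among its APC-dependent RNAs on the same data, and also names some of them from its earlier work, so the first count is not fully independent of the data. Scaling to total listed reads raised the difference of nearly every RNA by about 0.14, so the small negative values of Arpc3 and Rhoa became positive by construction, at 0.05 and 0.11.

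**Figure D2:**
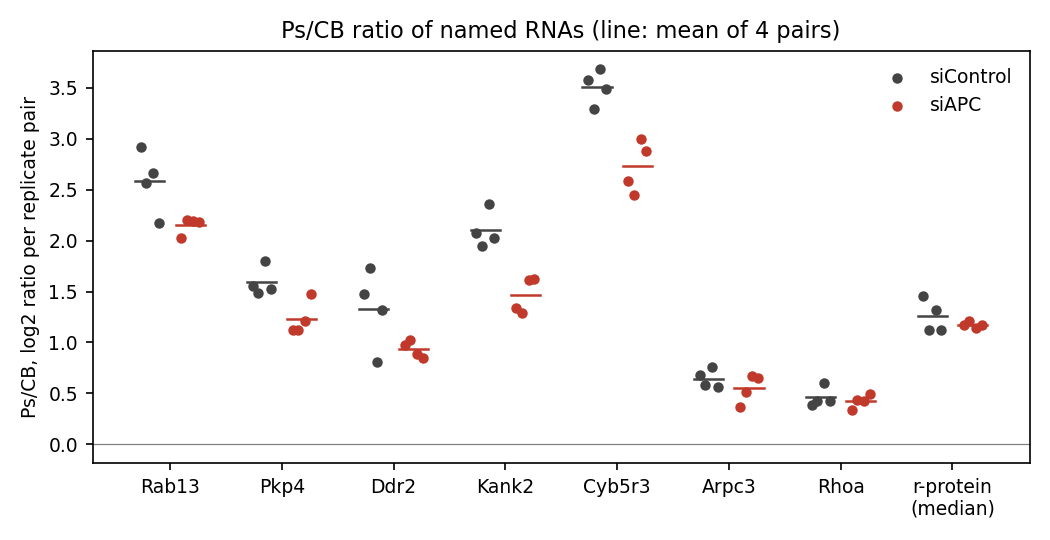
Ps/CB log2 ratio per replicate pair for the 7 named RNAs and for the median of the r-protein mRNAs, with siControl in grey and siAPC in red and a line at the mean of 4 pairs. Cyb5r3 and Kank2 fall from 3.51 to 2.73 and from 2.10 to 1.47 with the siControl and siAPC points apart, while the points of Arpc3, Rhoa and the r-protein median overlap.

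The Ps-enriched RNAs of siControl were then divided by the interaction. With a lower ratio at an unadjusted p below 0.1, 88 (9.4%) were APC-dependent, and 845 with a p above 0.1 were APC-independent. The other 3 had a higher ratio at p below 0.1. With the block these counts were 105 and 848, at mean correlations of same-numbered libraries of 0.132 in siControl and 0.502 in siAPC. Requiring an adjusted p below 0.05 over all RNAs moved the APC-dependent count most, to 3. It was 163 without the 4 libraries with a GC trend. Of 16 ways to exchange siRNA labels within replicate numbers, the real one included, 6 gave at least 88 APC-dependent RNAs. The median log2(Diff FC) was -0.58 over the APC-dependent RNAs, which were chosen for a negative value, and -0.08 over the APC-independent RNAs.

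To ask whether Ps-enriched RNAs as a set lost enrichment, their median ratio was taken per replicate pair relative to the other 12079 RNAs. The siAPC pairs differed from the siControl pairs by -0.19 on the log2 scale (exact two-sided permutation p = 0.114, unpaired). After the loess on GC content and transcript length, with the set again chosen in siControl, the difference was -0.26 (exact permutation p = 0.0286). Without the 4 libraries with a GC trend it was -0.25 (exact permutation p = 0.1, on fewer pairs). With the replicate block the value was -0.19 and the exact p was 0.114, at mean correlations of 0.132 and 0.502. With replicate numbers also paired across siRNAs, where same-numbered Ps libraries correlated at 0.345 and CB libraries at -0.034, siAPC was lower in 4 of 4 numbers (exact sign-flip permutation p = 0.13, the smallest possible), so that test could not reach 0.05. The value depended on the libraries that chose the set. Chosen in siAPC, the set gave 0.02 (exact permutation p = 0.914), and chosen on the mean ratio over both siRNAs it gave -0.09 (exact permutation p = 0.371). Chosen in 2 siControl replicates and measured as 4 siAPC pairs against the other 2 siControl pairs, it ran from -0.21 to 0.17 over the 6 choices. With siAPC restricted to the same 2 numbers, it ran from -0.23 to 0.12. The choice in replicates 1 and 2 moved it most in both.

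**Figure D3:**
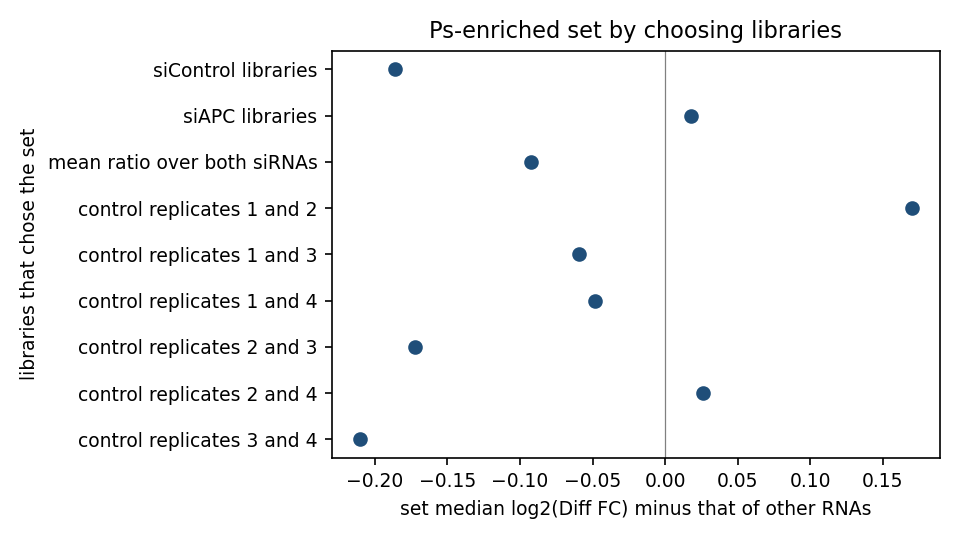
Median log2(Diff FC) of the Ps-enriched set minus that of other RNAs on the horizontal axis, with 1 point for each group of libraries used to choose the set on the vertical axis. The value is -0.19 for the set chosen in all siControl libraries, 0.02 for siAPC, and between -0.21 and 0.17 for pairs of siControl replicates.

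The r-protein mRNAs, which encode ribosomal proteins, were named by the study as a group that does not need Apc. Over 77 genes the median Ps/CB log2 ratio was 1.26 ± 0.16 (SD, n = 4 pairs) in siControl and 1.18 ± 0.03 (SD, n = 4 pairs) in siAPC. The difference of -0.08 was smaller than the spread between siControl pairs (exact two-sided permutation p = 0.429). Under quantile normalization, the alternative that moved it most, it became 0.08 (exact permutation p = 0.0286, the smallest possible), and scaled to total listed reads it became 0.06 (exact permutation p = 0.257). The direction of this difference thus followed the scaling. Above 1.5-fold lay 76 of the 77 in siControl and 77 in siAPC. The diffuse RNA Arpc3 also passed 1.5-fold in siControl, at 1.56-fold. These counts were taken on the deposited scaling only. The median ratio in siControl was 0.78 after the loess and 0.52, below 1.5-fold, under quantile normalization. The loess also removes real enrichment that follows GC content or length. By the rule, 63 were Ps-enriched in siControl and 0 were APC-dependent. The 5 localized RNAs had a median ratio above that of the r-protein mRNAs by 0.84 (SD 0.18) in siControl, in 4 of 4 pairs (exact sign-flip permutation p = 0.13, the smallest possible). Quantile normalization moved this value most, to 1.56. The block leaves these pair values as they are, since they are already formed within pairs, with correlations of 0.132 and 0.502.

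Last, siAPC was compared with siControl within each fraction to see which RNA levels changed with the siRNA. In CB, 979 RNAs were higher and 764 lower at an adjusted limma p below 0.05, and in Ps 1393 were higher and 1464 lower. Both fractions shared 835 higher and 565 lower RNAs, and 0 changed in opposite directions. Across genes, which are not independent replicates, the changes in CB and Ps had a Spearman correlation of 0.637. With the block, 1108 were higher and 1003 lower in CB, and 1551 higher and 1724 lower in Ps. The mean correlation of same-numbered libraries across siRNAs was -0.034 in CB and 0.345 in Ps. Without the 4 libraries with a GC trend, 970 were higher and 1107 lower in CB, and 1522 higher and 1828 lower in Ps. The alternative that moved the CB count of lower RNAs most was arrayWeights, at 1957, and the fits that left out 1 library gave 427 to 1001. Scaled to total listed reads, the median of all RNAs in Ps shifted by 0.16, with 2943 higher and 550 lower.

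Changes in CB were ranked among RNAs with a mean log2 value of at least 1, which leaves out RNAs with few reads in most libraries. Of these, Mgp (chromosome 6, 136872435 to 136875823) rose most, from -0.77 ± 0.62 (SD, n = 4) to 6.20 ± 0.33 (SD, n = 4), or from 6 to 19 reads per library to 1183 to 1678. Its log2 fold change was 6.97 (SE 0.32, limma adjusted p = 2.79e-11). Aldh1a1 (chromosome 19, 20492715 to 20643465) rose by 6.50 (SE 0.32, adjusted p = 4.74e-11), from 4 to 11 reads to 683 to 987. Ccr7 (chromosome 11, 99144196 to 99155077) rose by 4.34 (SE 0.30, adjusted p = 6.82e-09), from 13 to 33 reads to 398 to 536. The largest fall among these RNAs was that of Apc. Itgb7 (chromosome 15, 102215995 to 102231944) changed by -1.51 (SE 0.10, adjusted p = 2.26e-09) and Agt (chromosome 8, 124556534 to 124569706) by -1.38 (SE 0.12, adjusted p = 1.87e-07). The order of Apc and Itgb7 depended on replicate 3 of siControl CB. Without that library Apc changed by -1.36, whereas Itgb7 ran from -1.58 to -1.45 over the fits that left out 1 library.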

Values the study reported

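The study reported 914 of 13015 detected RNAs as Ps-enriched in control cells, ca. 7%, at a fold change above 2 and a p-value below 0.05. It divided them into 91 APC-dependent and 821 APC-independent RNAs. It stated that knockdown cells had ca. 30% of the normal level of APC, and that nearly all r-protein mRNAs exceeded 1.5 fold in protrusions.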

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

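The GC tests in this part were planned, whereas the tests by scaling to total listed reads and by cell body material, and 5 of the 31 alternatives counted below, were chosen only after the data were seen. Among 124 groups of 4 libraries that were screened, 6 held a library whose gap to its nearest neighbour exceeded the 95% critical share of the range by Dixon's test, and chance gives 6.2.

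The share of mitochondrial reads in replicate 3 of siControl CB was 1.95%, apart from 1.39 to 1.47% in the other 3 libraries of the group. This library is also the one whose values fell with GC content, with a Spearman correlation of -0.535 across genes. No separate test of the mitochondrial share was run and no biological explanation was tested, so technical and biological sources were not told apart.

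Malat1 stood at 7.82 log2 in the same library, siControl CB replicate 3, on 5244 reads, against 5.95 to 6.08 in the other 3. After the GC and length trend was removed, the gap was 0.944 of the range, so that trend does not account for the value. The library itself may differ in another technical way, such as its nuclear content, which was not tested, and the pattern cannot be told apart from it.

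Pkp4 in siAPC CB replicate 4 was 4.41 on 374 reads, against 4.59 to 4.62 in the other 3 libraries. With the GC and length trend removed, the gap fell to 0.64 of the range, so bias by GC content or length may explain it. Trim12c in siAPC CB replicate 1 was -0.31 on 17 reads, against 0.26 to 0.36, and the gap fell to 0.535 of the range. Agt in siAPC Ps replicate 2 was 2.34 on 75 reads, against 1.91 to 1.97, and the gap fell to 0.79 of the range. GC content and length may explain these as well. Aldh1a1 in siControl Ps replicate 1 was -1.83, at the floor of 3 reads, against -0.30 to -0.09 in the other 3, and the gap was 0.914 of the range after the correction, so GC content and length do not account for it. At 3 reads counting error alone is large. No biological explanation was tested for these single libraries, and 6 such cases are about what chance gives.

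The Ps/CB ratio of 3 RNAs differed between siAPC and siControl by the limma interaction test, with log2(Diff FC) of -0.63 for 5730409E04Rik, -0.78 for Cyb5r3 and -0.64 for Scd1, each lower in 4 of 4 pairs. The adjusted p was 0.0433 for each. Over 31 alternatives it ran from 0.000491 to 0.185 for 5730409E04Rik, from 0.00234 to 0.185 for Cyb5r3 and from 0.00128 to 0.213 for Scd1, and it was below 0.05 under 12, 11 and 15 of them. These counts include the fit of only the groups compared. For the interaction that fit uses all 16 libraries and repeats the main fit, so its pass was fixed in advance. After removal of the GC and length trend the differences were -0.59, -0.74 and -0.67 in that order. Scaled to total listed reads, a scaling that shifts the median of all RNAs by 0.14, they were -0.49, -0.64 and -0.50. After the loess the limma adjusted p was 0.00132, 0.00282 and 0.0132 in that order. The loess moved the difference of no RNA with a mean of at least 1 by more than 0.28, less than each of the 3 differences. This argues against a smooth trend with GC content and length as the source of their size. A bias of a form that the loess cannot follow was not tested. Without the 4 libraries with a GC trend the differences were -0.59, -0.71 and -0.56, with an adjusted p of 0.111, 0.111 and 0.213, so none of the 3 passed. Under the scaling the adjusted p was 0.149, 0.105 and 0.11, so none of the 3 passed either, at an unadjusted p of 0.000168, 8.06e-06 and 2.01e-05. The scaling thus takes about 0.14 off each difference and does not by itself account for its size, but the adjusted calls depend on it. Cell body material in the siAPC protrusion fraction would need a share of 43% for 5730409E04Rik, 45.8% for Cyb5r3 and 50% for Scd1, and groups of RNAs not chosen for a change implied from 1.6 to 35.8% (last part), so it may account for a part of the differences and cannot be ruled out. Reads shared with related genes were not tested for Scd1 or the other 2. An effect of lower Apc on the localization of these RNAs may explain the differences, but it cannot be told apart from the technical sources left open here. The adjusted calls depended on the scaling and on which libraries were kept. All 3 passed without replicate 1 of siControl CB (limma adjusted p 0.0495), replicate 2 of siControl Ps (0.0407) or replicate 3 of siAPC Ps (0.0296). With any other single library left out none passed, apart from Scd1 without replicate 4 of siControl Ps (0.00487).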

How the results depend on the processing

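The tests, thresholds, gene lists and most alternatives were set before the data were examined. A further 7 alternatives were added after the data were seen and follow the planned ones. For the 18 other values of named genes there were 556 values under alternatives, of which 24 no longer passed their threshold and 0 reversed. Of the 24, 14 came from leaving out 1 library, 10 for Cenpu, 3 for Cercam and 1 for Tnfrsf25. The fall of Apc passed an unadjusted p of 0.05 under each alternative run, from -1.84 to -1.36 in CB and from -1.94 to -1.68 in Ps. Unless a value below shows it, the cause of a change was not tested. Fits with edgeR and DESeq2 on recovered reads were planned but not run. Whole reads could be recovered, but these tools were reserved for deposited counts. The loess covered only the 12872 annotated RNAs, so RP23-169H13.6 has no value under it.

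Counts of RNAs with a lower or a higher Ps/CB ratio in siAPC (3 and 0 as reported, with 223 and 269 at an unadjusted p below 0.05) moved most. With a constant prior 0 were lower, and Ddr2 (-0.40) lost its p below 0.1. With each sample centred on its median 0 were lower, and 481 RNAs were lower in siAPC CB beside 964 higher (66.7% higher against 56.2%). Quantile normalization gave 6 lower and 2 higher, -0.30 for Ddr2 (p above 0.1), 0.0487 for Rhoa and 0.0812 for the r-protein difference (both reversed, the latter with an exact permutation p of 0.0286), 0.52 for the r-protein ratio in siControl and 1.56 for the localized RNAs above it. A minimum mean of 1 gave 535 Ps-enriched and 574 CB-enriched RNAs in siControl, 571 and 422 in siAPC, 54 APC-dependent and 481 APC-independent. Raising values below 0 to 0 gave 601 Ps-enriched RNAs in siControl, 641 in siAPC, 5 lower and 6 higher ratios, 539 APC-independent RNAs and -0.40 for Ddr2 (p above 0.1). With arrayWeights 10 ratios were lower, 169 RNAs were APC-dependent, 1481 were higher and 1957 lower in siAPC CB, 2209 were lower in siAPC Ps, and Arpc3 reversed to 0.0045. The replicate block gave 1 lower ratio, with pairing correlations of 0.132 in siControl and 0.502 in siAPC. Voom weights on recovered reads gave 914 Ps-enriched RNAs in siControl, 898 of them among the 936, and 91 APC-dependent RNAs, 83 of them among the 88, with 821 APC-independent. Removal of the loess on GC and length gave 404 Ps-enriched and 576 CB-enriched RNAs in siControl, 361 and 361 in siAPC, 10 lower ratios, 301 APC-independent RNAs, 1556 RNAs lower in siAPC CB, 0.78 for the r-protein ratio and 1.47 for the localized RNAs above it. The median of the Ps-enriched set was then -0.26 (exact permutation p = 0.0286). Of these Ps-enriched RNAs 309 were shared with the 936, and 61 APC-dependent RNAs with the 88. The loess cannot tell bias from real enrichment in Ps that follows GC content or length.

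Among the alternatives added later, scaling to total listed reads shifted the median of all RNAs by -0.30 for Ps against CB in siControl, -0.16 in siAPC, 0.14 for the interaction and 0.16 for siAPC against siControl in Ps, and the counts below follow that shift. By adjusted p, 24.5% of the changed RNAs were then higher in Ps in siControl (48.3% as deposited), 35.3% in siAPC (49.1%), and 84.3% were higher in siAPC Ps (48.8%). It gave 492 Ps-enriched and 1913 CB-enriched RNAs in siControl, 1105 CB-enriched in siAPC, 0 lower ratios, 33 APC-dependent and 453 APC-independent RNAs, 2943 higher and 550 lower in siAPC Ps, -0.26 for Ddr2 (p above 0.1), 0.0513 for Arpc3, 0.11 for Rhoa and 0.0598 for the r-protein difference (these 3 reversed, as the shift of 0.14 alone makes small negative values do), and 0.96 for the r-protein ratio. The 33 were all among the 88. Without the 4 libraries with a GC trend 0 ratios were lower, 163 RNAs were APC-dependent, 77 of them shared with the 88, and Rhoa reversed to 0.0335. The GC slope as a covariate, which cannot move a fold change, gave 22 lower and 6 higher ratios, 1638 RNAs lower in siAPC CB and 2254 lower in siAPC Ps. The replicate block with the loess gave 416 and 577 in siControl, 372 and 369 in siAPC, 19 lower and 4 higher ratios, 296 APC-independent RNAs, 1887 lower in siAPC CB, 2334 lower in siAPC Ps, -0.26 for the Ps-enriched set (exact permutation p = 0.0286), 0.78 for the r-protein ratio and 1.47 for the localized RNAs above it. The replicate block with numbers 2 and 3 of siControl CB exchanged gave 8 lower ratios and 1502 RNAs lower in siAPC CB. Pairing replicate numbers across siRNAs left the Ps-enriched set at -0.19, lower in 4 of 4 numbers, and the r-protein difference at -0.08, lower in 2 of 4, in a sign-flip test whose smallest p is above 0.05, so it shows no stability.

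Other thresholds moved the counts directly. A fold change above 1.5 gave 2211 Ps-enriched and 2409 CB-enriched RNAs in siControl and 2318 and 2134 in siAPC. APC-dependent RNAs numbered 55 at an unadjusted p below 0.05, 13 at an adjusted p over Ps-enriched RNAs and 3 over all RNAs. Chosen in siAPC, the Ps-enriched set had a median of 0.0177 (reversed) and 26 APC-dependent RNAs, and chosen on the mean ratio it had 52. Chosen in replicates 1 and 2 of siControl its median was 0.17 and in replicates 2 and 4 it was 0.0263 (both reversed), and in replicates 1 and 4 it was -0.0486 with 44 APC-dependent RNAs. Added later, the same choices with both siRNAs measured in the other 2 numbers gave 0.1198 for replicates 1 and 2 and 0.0524 for 2 and 4 (both reversed), -0.0453 with 50 APC-dependent RNAs for 1 and 3, -0.0036 with 25 for 1 and 4, and 52 for 2 and 4. Without predicted genes and pseudogenes 515 RNAs were Ps-enriched in siControl.

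Across the 16 fits that each left out 1 library, Ddr2 ran from -0.60 to -0.29 and Rhoa from -0.0656 to 0.0204 (reversed at its highest). Ddr2 lost its limma p below 0.1 in 6 of these fits, with the highest p, 0.164, without replicate 2 of siControl CB. Lower ratios ran from 0 to 7, higher ratios from 0 to 1, and RNAs lower in siAPC CB from 427 to 1001. Depth limits the RNAs with few reads, such as Cercam with 4 to 19 reads in siControl Ps. On simulated data without pairing or a GC trend, a difference of -0.5 log2 was called for 28% of changed genes. Most true differences of that size may thus be missed at 4 libraries per group.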

Other observations

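In this part, the tests on the choice of the set for its median, on the choice in 2 replicates with both siRNAs in the other 2 numbers, on cell body material, on exchanged replicate numbers, on mitochondrial genes and on Wnt targets were chosen only after the result was seen.

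The negative median log2(Diff FC) of the Ps-enriched RNAs may come in part from choosing the set in the same siControl libraries that enter the difference. Chosen in siAPC the value was 0.02 (0.0177) in place of -0.19, but that choice raises the value by the same mechanism, and chosen on the mean ratio over both siRNAs it was -0.09. With the set chosen in 2 siControl replicates and the difference taken from the other 2 numbers of both siRNAs, the 6 values ran from -0.23 to 0.12 with a mean of -0.04, and 4 of the 6 were below 0. The effect of the choice and an effect of the siRNA cannot be told apart. With the GC and length trend removed, the set chosen in siControl gave -0.26 (exact permutation p = 0.0286), and other choices of the set were not tested with that correction.

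The APC-dependent RNAs (88 lower against 3 higher at p below 0.1, or 96.7% lower) were weighed against 3 technical explanations. Chosen on the mean ratio, 52 were lower and 25 higher, or 67.5% lower, and chosen in siAPC, 26 were lower and 51 higher, or 33.8% lower. A choice in siControl favours RNAs that are lower in siAPC and a choice in siAPC the reverse, whereas the mean ratio favours neither. With the set chosen in 2 siControl replicates and both siRNAs measured in the other 2 numbers, the share ran from 27.7 to 95%, and 3 of the 6 choices had more lower than higher. The Ps libraries also divided by replicates 1 and 2 against 3 and 4, as given below, so these values mix the choice of the set with the replicate number, and whether the choice accounts for the asymmetry cannot be told. After the GC and length trend was removed, 97.1% were lower, but the set was again chosen in siControl and the share was near its ceiling, so this cannot rule that trend out. With the set also chosen in siControl, 109 were lower and 24 higher with the GC slope as a covariate. Without the 4 libraries with a GC trend, 163 were lower and 5 higher. Cell body material in the siAPC protrusion fraction would need a share of 46.3% to explain the median of the localized genes, and from 31.1% for Rab13 to 46.3% for Kank2 for single ones. The r-protein mRNAs gave 9.1%. The study names them as not needing Apc. The CB-enriched RNAs chosen on the mean ratio gave 6.4%, the Ps-enriched RNAs chosen on it 1.6%, processed pseudogenes 17.1%, snoRNA genes 32.8%, the median of 17 mitochondrial genes 12.3% and the share of mitochondrial reads 35.8%. These values did not point to a common share, but some reached what Rab13 needs, so cell body material cannot be ruled out as a part of the change. Of the 8 splits that part all same-numbered siRNA pairs, 5 gave at least 88 APC-dependent RNAs in the larger of their 2 directions, the real one included, and the largest other count was 139. Keeping the fraction ratio but reversing the siRNA within each pair made 16 labelings, of which 6 gave at least 88, with a median of 50.5. The count of APC-dependent RNAs in these libraries therefore cannot be told apart from a chance division of the pairs, and a biological reading stays open. The study has other evidence, which these data do not hold. It counted selected APC-dependent RNAs directly by nanoString, without amplification, and reported that knockdown lowered the enrichment of each. It reported similar results with siRNAs against another region of Apc.

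For the other counts, the real labels alone gave as many RNAs among the 8 splits that part all same-numbered pairs: 1 of 8 for Ps-enriched RNAs in siControl, 1 of 8 in siAPC, 1 of 8 for the interaction, 1 of 8 for siAPC against siControl in CB and 1 of 8 in Ps. The smallest share 8 splits can give is above 0.05. The next largest counts were 292, 104, 0, 0 and 0, against 936, 998, 3, 1743 and 2857 for the real labels. The 27 other splits keep some same-numbered pairs together and so mix the groups in another way. Their highest counts were 242, 251, 1, 6 and 545, and 11 of the 27 gave at least 88 APC-dependent RNAs in the larger of their 2 directions, up to 261. The counts of 545 and 261 came from setting replicates 1 and 2 of both siRNAs against replicates 3 and 4, a division of the Ps libraries by replicate number that is balanced over the siRNAs.

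In siControl CB the library with a GC trend was replicate 3, and in the other 3 groups it was replicate 2. Exchanging numbers 2 and 3 of siControl CB raised the mean correlation of same-numbered CB and Ps libraries in siControl from 0.132 to 0.26, which ranked 2 of 24 matchings, with the labelled numbers at 7 of 24. The same-numbered correlations between CB of both siRNAs were 0.27, -0.34, -0.32 and 0.26. An exchange of labels might explain this, but the exchange was chosen from the same trend that raises the correlation, so it cannot be told apart from a handling difference of that library. No biological explanation was tested.

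Predicted genes and pseudogenes made up 45% of the Ps-enriched RNAs. Across 136 pseudogenes and 75 parent genes named alike, the Ps/CB ratios had a Spearman correlation of 0.683, and genes are not independent replicates. Reads shared with the parent genes may therefore explain part of this share. Of 547 processed pseudogenes, 289 were Ps-enriched. Across 9801 genes the Ps/CB ratio in siControl had Spearman correlations of -0.395 with GC content and -0.271 with transcript length.

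Some mitochondrial mRNAs had few reads: the mean log2 value was 0.62 for mt-Co2, 1.70 for mt-Co3, -0.46 for mt-Atp6 and -0.85 for mt-Nd3, against 13.75 for mt-Co1. Over 11 mitochondrial mRNAs the mean value had a Spearman correlation of -0.665 with the percent of 50-nucleotide stretches shared with listed nuclear genes, which was 100, 99.9, 99.5 and 98% for mt-Co2, mt-Co3, mt-Atp6 and mt-Nd3 and 51.1% for mt-Co1. Loss of reads that fit several places may explain the low values, and then the Ps/CB ratio of mt-Co3 rests on what remained.

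A rise of Wnt target RNAs was tested because APC takes part in the breakdown of beta-catenin. Of 21 commonly used target genes 14 were listed, and in siAPC CB 12 were higher, 7 with an adjusted limma p below 0.05, and 0 were lower at that threshold. Their median change was 0.54 in CB and 0.96 in Ps. The CB median lay at percentile 100 of 10000 random lists matched on expression, with 0 lists as high. It was 0.57 with samples centred, 0.50 under quantile normalization and 0.57 scaled to total listed reads, with 7 higher and 0 lower by adjusted p under each. Changes were 2.30 (SE 0.17) for Ccnd1, 1.90 (SE 0.13) for Lrp4, 1.49 (SE 0.12) for Apcdd1, 1.23 (SE 0.09) for Wisp2 and 0.63 (SE 0.13) for Wisp1. Nkd2 and Rnf43 had 0 reads in all siControl CB libraries and at least 83 and 25 reads in each siAPC CB library. Higher Wnt signalling with less Apc is a candidate explanation for part of the changes in RNA level. The study itself reported that a reporter of Wnt signalling rose in siAPC-treated cells without added Wnt ligand. Off-target effects of the siRNA were not tested here, since no library with another siRNA against Apc was available. From these libraries alone the RNA pattern cannot be told apart from such effects.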
